A study of Mus musculus with 3 samples. Its data were reported in "TET1 Directs Chondrogenic Differentiation by Regulating SOX9 Dependent Activation of Col2a1 and Acan In Vitro" (2020).

How the data were processed

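Total RNA of ATDC5 cells on day 15 of differentiation was hybridized to Affymetrix mouse gene expression arrays with probes along whole transcripts. The samples were 1 with the NT hairpin and 2 with hairpins against *Tet1*, numbered as in the labels. The authors normalized the arrays in dChip to an invariant set of probes and computed model-based expression per probe set, so the deposited intensity values are on a linear scale and already normalized across arrays. The deposited intensity ranged from 0.77 to 22155 units in NT, 0.74 to 22111 units under hairpin 1 and 0.56 to 20401 units under hairpin 2. Values under 100 units made up 8300, 8773 and 8154 of the 35512 probe sets of these arrays. Such normalization assumes that most probe sets do not change, and a shift of all genes would be removed by it. The submitters' processing notes name the mm9 build. No coordinates are given here.

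A second deposited file held the authors' dChip comparison of the NT array with both *Tet1* arrays: 1524 selected probe sets with intensities, a fold change as a signed linear ratio, its 90% bounds and the difference in intensity units, computed by the authors with averages weighted by standard errors. These signed folds and differences are the authors' deposited score per probe set and were used here as such. Its intensities equalled those of the value table for all 1524 probe sets within 0.006 units. The smallest bound nearest to 1 in this table was 1.5 and the smallest difference 100.08 units. The comparison lists arrays by number and a further array may belong to the same set; it was not analysed here. Every per-sample column used was matched to 1 sample.

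Gene names came from this table alone. It named 1330 of its 1524 probe sets, for 1196 genes, and 63 genes had several probe sets, none of them with opposite directions. Symbols were updated through the RefSeq annotation of assembly GRCm38.p6: 1084 probe sets matched by accession, 112 by current symbol and 75 by an older symbol, and 59 kept the file's symbol. All other probe sets of the array are unnamed here. For each gene the probe set with the highest mean log2 intensity was used.

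For testing, intensities under 10 units were set to 10 and log2 was taken. The 27311 probe sets with a mean of at least 100 units over the 3 arrays were fitted in limma 3.58.1 (R 4.3.3) with lmFit and eBayes with an intensity trend, comparing both *Tet1* arrays with the NT array, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. This leaves 1 residual degree of freedom, moderated across probe sets, assumes that the lone NT array varies like the *Tet1* arrays, and counts the difference between hairpins as spread. The log2 fold is the mean of the *Tet1* arrays minus NT, with limma's standard error (SE). The size criteria were a fold of at least 2.5 and a difference of over 100 units between NT and the mean of the *Tet1* arrays, applied to all 35512 probe sets without a test. They follow the study except for its criterion on the lower confidence bound of the fold, which needs the error per probe and was taken from the authors' deposited table alone.

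The limma test was tested on 20 simulated sets of 27311 probe sets with 200 changed, drawn from the fitted spread. It recovered on average 1.2% of 1.5-fold, 36.4% of 2.5-fold, 74.3% of 4-fold and 98.3% of 10-fold changes. False calls made up 12.4% of calls on average and ranged from 3.1% to 34.7% over the sets. With 1 residual degree of freedom per probe set, the moderation is itself estimated with error. The real differences between hairpins also had heavier tails than the fitted model, with a 99.9th percentile of 5.77 against 4.20 standard units. Adjusted p-values are therefore optimistic.

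Gene lists were written from textbook knowledge before the data were examined and after the study had been read: cartilage matrix, glycosaminoglycan synthesis, hypertrophy and mineralisation, chondrogenic transcription factors, TET and DNA methylation enzymes, PRC2, type I interferon-stimulated genes, interferon-gamma and antigen presentation, interferon ligands and receptors, nucleic acid sensing, inflammatory cytokines and NF-kB targets, matrix proteases, cell cycle, BMP and TGF-beta, Wnt, p53 targets, ER stress, germline genes, fibroblast, adipocyte, muscle, leukocyte, endothelial, epithelial and housekeeping genes, Hox clusters and ribosomal proteins. The Hox and ribosomal lists were written as symbol patterns, so the number of their members without a name is not known. The planned test of lists against all genes, limma's camera, needs names for unselected probe sets and was not run. In its place, chosen after the files had been seen, a two-sided Fisher's exact test compared members higher and lower with the other named genes higher and lower, for the 14 lists with at least 3 named members, with Benjamini-Hochberg adjustment (scipy 1.17.1, statsmodels 0.14.6). It asks whether a list's direction differs among selected genes, not whether the list is enriched. It treats genes as independent, although members of a list can change together, and its p-values do not measure variation between cultures. Random lists lack such shared change, so the check on random lists does not cover this. On 2000 random lists drawn from the 1196 genes, 3.3% had an unadjusted p under the threshold of 0.05, and the test recovered 88.4% of simulated lists of 13 members that mostly rose. Counts adjusted over the list alone are not independent evidence, because the named genes were selected by the authors on these samples.

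The genes named in the text followed a rule fixed before the data were examined. It took *Tet1*, *Tet2*, *Tet3*, *Sox9*, *Sox5*, *Sox6*, *Runx2*, *Twist1*, *Col2a1*, *Acan* and *Col10a1*, then the 12 largest rises and 12 largest falls past limma and past 2.5-fold under both hairpins, up to 4 members of each list with the largest log2 fold and a mean of at least 100 units, and 4 genes whose hairpins differed most. It gave 82 genes, some of which are not reported here. The shared NT array was simulated 100 times without effects, with spreads either taken from single probe sets or drawn from the fitted model. For the size criteria these simulations covered the 27311 tested probe sets. Alternatives covered the filter, floor, scaling, moderation, size thresholds, probe set per gene, and leaving out each *Tet1* array. Gene spans, used in the closing part, are lengths in GRCm38.p6, a later build than the one the notes name. Calculations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots matplotlib 3.10.9.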

Results

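Gene expression was measured in ATDC5 cells, a mouse chondroprogenitor line that forms cartilage-like nodules in culture, on day 15 of differentiation with insulin, transferrin and selenium. The cells carried a lentiviral short hairpin RNA. There was 1 nontarget (NT) array and 2 *Tet1* knockdown (KD) arrays, each with a different hairpin against *Tet1*, which are called hairpin 1 and hairpin 2. Each array held 35512 probe sets with linear intensities, and the median intensity was 305 units in NT, 279.6 units under hairpin 1 and 264 units under hairpin 2. With 1 NT array, the NT value has no replicate error, and the number of arrays limits the precision of every comparison. The labels give each array its own hairpin, so the arrays come from separately transduced cultures, but no hairpin has a replicate culture, and p-values measure only the spread between the 2 *Tet1* samples, in which hairpin, culture and technical differences are mixed.

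The comparison addressed which genes differ in expression in differentiated ATDC5 cells when *Tet1* is knocked down. *Tet1*, which encodes an enzyme that oxidizes 5-methylcytosine to 5-hydroxymethylcytosine, was lower than in NT on all 3 of its probe sets and under both hairpins. On the brightest probe set its intensity was 1626 units in NT, 843 units under hairpin 1 and 726 units under hairpin 2. On the other probe sets it went from 1185 units to 625 and 553 units, and from 400.2 units to 146 and 188 units. The mean log2 fold of the brightest probe set was -1.06 ± 0.31 (SE), and it did not pass the limma test across 27311 probe sets (adjusted p = 0.133). In the authors' deposited table the fold of this probe set was -2.08, with 90% bounds of -1.82 and -2.41.

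Several cartilage matrix genes were lower after *Tet1* KD, and the named interferon-stimulated, antigen presentation and inflammatory genes were higher. Of the 28 genes on the cartilage matrix list, 8 were named in the authors' table of selected probe sets and 20 were not analysed here. Of the 8, 5 fell and 2 rose in the limma test. *Acan*, the core protein of the main cartilage proteoglycan, went from 1427 units in NT to 192 ± 44.3 units (SD, n = 2), and fell by 2.92 ± 0.38 (SE) on the log2 scale (limma adjusted p = 0.00054). *Col2a1*, the major collagen of cartilage, fell by 1.45 ± 0.30 (limma adjusted p = 0.0197), from 4914 to 1847 ± 612 units (SD, n = 2). *Hapln1*, the link protein that holds aggrecan on hyaluronan, fell by 2.24, *Scrg1* by 2.89 and *Vcan*, a large proteoglycan, by 1.59. *Prg4*, which encodes the joint lubricant lubricin, rose from 85.1 units to 469 units under hairpin 1 and 1486 units under hairpin 2, and *Cytl1*, a secreted protein of chondrocytes, rose by 1.79 on the log2 scale. The calls of *Col2a1* and *Hapln1* were lost after quantile normalization (limma adjusted p = 0.121 and 0.0774) and after median centring (0.104 and 0.0526), and that of *Prg4* after quantile normalization (0.065). The eighth member, *Col11a1*, had a log2 fold of -1.17 and did not pass (limma adjusted p = 0.0724). *Vcan*, *Cytl1* and *Col11a1* were chosen after their values were seen, to complete the list. With 2 members higher and 6 lower, against 707 and 481 of the other named genes, the list did not pass Fisher's exact test of direction (two-sided p = 0.0688, adjusted p = 0.138). Adjusted over the list alone, 2 members were higher and 6 lower, which is not independent evidence, since the authors selected the named genes on these samples.

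Of 19 genes of hypertrophy and mineralisation 4 were named, and they went both ways. *Col10a1*, the collagen of hypertrophic chondrocytes, fell by 2.05 ± 0.37 (SE) on the log2 scale (limma adjusted p = 0.00874). *Ibsp* and *Phex*, genes of mineralizing matrix, rose, *Ibsp* from 1959.8 to 4200.3 ± 424 units (SD, n = 2) and *Phex* by 1.69 on the log2 scale, and *Enpp1*, which makes pyrophosphate, had a log2 fold of -0.83 and did not pass. Of 29 genes of Wnt signalling 7 were named, of which 3 fell and none of the others passed limma. *Frzb*, a secreted Wnt antagonist of articular cartilage, fell by 3.13 ± 0.40 (SE), from 935 to 107 ± 12.3 units (SD, n = 2). *Lgr5*, a receptor for R-spondins, fell by 2.45 and *Wif1*, another secreted Wnt antagonist, by 1.65. *Rspo3*, an R-spondin, had a log2 fold of 1.48 (limma adjusted p = 0.081). *Gdf5*, a ligand of early joint development, fell by 1.91. After quantile normalization *Ibsp* and *Gdf5* no longer passed (limma adjusted p = 0.0946 and 0.0756), and after median centring *Wif1* no longer did (0.0569). Of the transcription factors of chondrogenesis, *Twist1* was the named member: it measured 777 units in NT, 1592 units under hairpin 1 and 1484 units under hairpin 2, a log2 fold of 0.99 ± 0.30 (SE) that did not pass (limma adjusted p = 0.143). *Sox9*, *Sox5*, *Sox6*, *Runx2*, *Tet2* and *Tet3* were not analysed here, since gene names came from the authors' table of selected probe sets alone. Neither list differed in direction from the other named genes by Fisher's exact test (adjusted p = 1 for hypertrophy and mineralisation, 0.224 for Wnt signalling). Adjusted over the list alone, 2 members were higher and 2 lower in the first and 2 higher and 5 lower in the second, among genes selected on these samples.

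**Figure D1:**
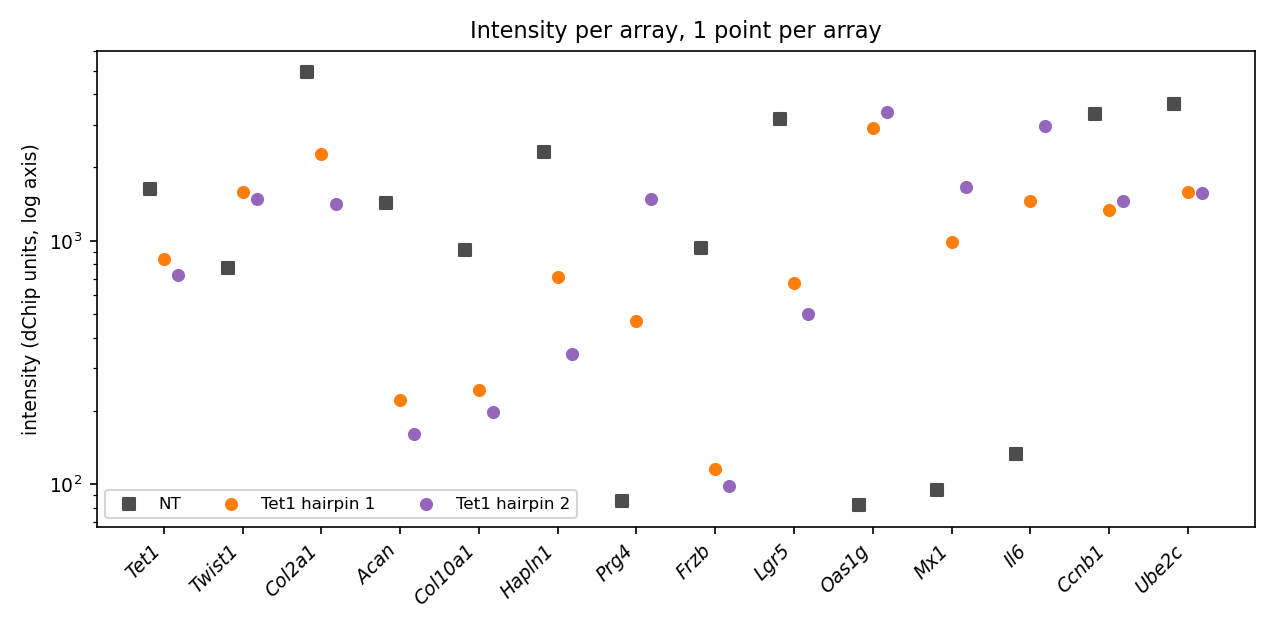
Intensity in dChip units (vertical log axis) of 14 genes in the NT array (squares) and in the arrays of hairpin 1 and hairpin 2 (circles), 1 point per array and no error bars. *Acan* measured 1427 units in NT and 223 and 160.3 units in the *Tet1* arrays, and *Oas1g* measured 82.2 units in NT and 2911 and 3366 units in the *Tet1* arrays.

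Of the 44 type I interferon-stimulated genes, 41 were named, and all 41 were higher after *Tet1* KD, 37 of them past the limma test over all probe sets. Their median log2 fold was 2.02 under hairpin 1 and 2.17 under hairpin 2. *Oas1g*, of the oligoadenylate synthetase family that senses double-stranded RNA, rose by 5.25 ± 0.32 (SE) on the log2 scale (limma adjusted p = 2.75e-06), from 82.2 to 3138 ± 322 units (SD, n = 2). *Trim30a* (listed as Trim30) rose by 4.40, *Sp100*, a component of nuclear bodies, by 4.05 and *Mx1*, an antiviral GTPase, by 3.76. By Fisher's exact test the list had more members higher than the other named genes, of which 668 were higher and 487 lower (two-sided p = 5.83e-10, adjusted p = 8.16e-09). The test treats genes as independent, although members of a list can change together, so its p-value does not measure variation between cultures. Adjusted over the list alone, all 41 were higher, with the same reservation about the authors' selection. Probe sets of near-identical family members, such as those of the Oas1, Trim30, Gbp, Tgtp and Ifi20 families, share sequence, so the values of single members are uncertain.

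Of the 37 genes of interferon-gamma response and antigen presentation, 24 were named, all of them higher and 22 past limma (Fisher's exact adjusted p = 3.59e-05). *Iigp1*, an immunity-related GTPase, rose by 4.47, from 159.9 to 3548 ± 129 units (SD, n = 2). *Cxcl9*, a chemokine induced by interferon-gamma, rose by 3.99, *Cd74*, the invariant chain of class II presentation, by 3.49 and *Tgtp1* (listed as Tgtp) by 3.39. Of the 24 inflammatory cytokines and NF-kB targets, 13 were named, all 13 were higher and 11 passed limma (Fisher's exact adjusted p = 0.00428). *Il6*, an inflammatory cytokine, rose from 133 units to 1456 units under hairpin 1 and 2969.8 units under hairpin 2. *Lbp*, which binds lipopolysaccharide, rose by 2.42, *Il1r1*, an interleukin-1 receptor, by 2.25 and the complement component *C3* by 2.22. Of the 18 nucleic acid sensing genes, 9 were named, all 9 were higher and 5 passed limma (Fisher's exact adjusted p = 0.0366). *Dhx58* and *Ifih1*, receptors of the RIG-I family, rose by 3.23 and 2.38, and *Zbp1* rose by 3.20. Of these 9 genes, 5 are also on the type I interferon list. Adjusted over the list alone, the 24, 13 and 9 named members of these lists were all higher, again among genes selected on these samples. Restricted to named genes past limma, a choice made after seeing the data, the exact test no longer called the inflammatory list (adjusted p = 0.196) or the nucleic acid sensing list (adjusted p = 0.59).

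Of the 30 cell cycle genes, 13 were named in the authors' table and 17 were not analysed here. All 13 were lower after *Tet1* KD, with a median log2 fold of -1.02 under hairpin 1 and -0.99 under hairpin 2. They differed in direction from the other named genes in the exact test, which treats genes as independent (Fisher's exact two-sided p = 7.68e-06, adjusted p = 3.59e-05). In the limma test 3 of them passed: *Ccnb1*, the mitotic cyclin B1, fell by 1.25 ± 0.27 (SE) on the log2 scale, *Ube2c*, a ubiquitin-conjugating enzyme of mitosis, by 1.21 and *Prc1*, a spindle midzone protein, by 1.42 (limma adjusted p = 0.0292, 0.0296 and 0.0499). All 3 calls were lost after quantile normalization (0.0845, 0.0872 and 0.140) and after median centring (0.150, 0.148 and 0.175). None of the 13 was past 2.5-fold under both hairpins, and adjusted over the list alone all 13 were lower, among genes selected on these samples. *Gmnn*, an inhibitor of replication licensing, had a log2 fold of -1.35 (limma adjusted p = 0.101). The 4 named Hox genes were lower, with log2 folds from -1.29 in *Hoxc6* to -0.87 in *Hoxc5*, but none passed limma and the list did not pass after adjustment (Fisher's exact p = 0.0273, adjusted p = 0.0637). Among 10000 random lists of named genes matched on mean intensity, the median of the cell cycle list lay at the percentiles 0 and 0.2 under hairpins 1 and 2, that of the cartilage matrix list at 0.1 and 0, that of the Wnt list at 0.1 and 0.8 and that of the type I interferon list at 100 under both. The median of the Hox list lay at 30 and 32.9. These percentiles are a description and no test, among genes selected on these samples.

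**Figure D2:**
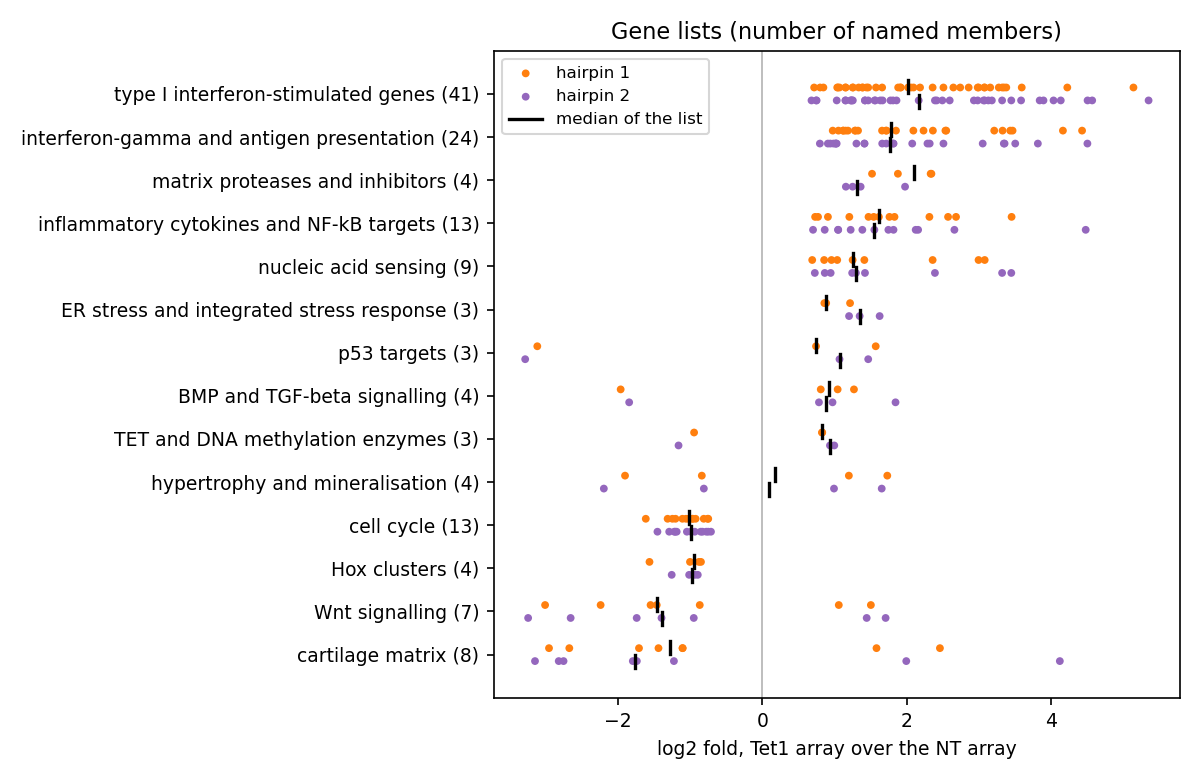
Log2 fold of each *Tet1* array over the NT array (horizontal axis) for the members of the 14 gene lists with at least 3 named genes (vertical axis, number of named members in parentheses). Each point is 1 gene under hairpin 1 or hairpin 2, black bars are medians of the list, and the type I interferon list has medians of 2.02 and 2.17.

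Among smaller lists, the 4 named of 20 matrix proteases and inhibitors rose in the limma test, with *Mmp9*, a gelatinase, up by 2.16 and *Adamts1*, an aggrecan-cleaving protease, up by 1.85 on the log2 scale, without a difference in direction by the exact test (adjusted p = 0.234). After quantile normalization *Adamts1*, *Adamts2* and *Adamts9* no longer passed limma (adjusted p = 0.106, 0.0756 and 0.140), and *Adamts9* did not pass after median centring either (0.0714). Of the BMP and TGF-beta genes, the receptors *Tgfbr2* and *Tgfbr3* had log2 folds of 0.91 and 0.89 and did not pass (list adjusted p = 0.827, Fisher's exact test). Of the p53 targets, *Fas*, a death receptor, rose by 1.52, *Perp*, a desmosomal protein, fell by 3.21, and *Sesn2* had a log2 fold of 0.91 (list adjusted p = 1, Fisher's exact test). Of the ER stress genes, *Chac1* rose by 1.42, *Ddit3* had a log2 fold of 1.04 and *Ern1* went from 1169.9 to 2551 ± 606 units (SD, n = 2), and neither passed (list adjusted p = 0.385, Fisher's exact test). Of the TET and DNA methylation genes, *Mbd1*, which binds methylated CpG, had a log2 fold of 0.91 and did not pass (list adjusted p = 1, Fisher's exact test).

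Few markers of other cell types were named, 2 of 15 for fibroblasts, 2 of 12 for adipocytes, 2 of 12 for leukocytes and 1 of 10 for epithelium. The others were not analysed here, and the authors' selection kept only probe sets that differed, so these few do not describe their cell types. The fibroblast genes *Dpt* and *Pdgfra* rose by 1.98 and 1.47, and the adipocyte genes *Fabp4* and *Ppargc1a* fell by 2.29 and 2.61 on the log2 scale. Of the leukocyte genes, *Lyz2*, a lysozyme, rose by 1.77, from 488 to 1687 ± 406 units (SD, n = 2), and *Cd68* fell by 2.02, from 4424 to 1139 ± 451 units (SD, n = 2). The epithelial factor *Ehf* fell by 2.74. Single named members of the lists of glycosaminoglycan synthesis (*Chst15*, listed as 4631426J05Rik), interferon ligands and receptors (*Tyk2*) and ribosomal proteins (*Rpl23a*) had log2 folds of 0.77, 0.78 and -1.32, and none passed limma. The probe set named *Rpl23a* is annotated to a sequence record other than a RefSeq transcript, so whether it measures the mRNA of the ribosomal protein is not known here. After quantile normalization *Pdgfra*, *Lyz2* and *Cd68* no longer passed (limma adjusted p = 0.0675, 0.0602 and 0.0672), nor did *Fas* and *Chac1* (0.0536 and 0.0774). The lists of PRC2, germline, muscle, endothelial and housekeeping genes had 0 named members.

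Over all 27311 probe sets tested, 478 passed the limma test, 372 higher and 106 lower after *Tet1* KD (77.8% higher). They included 308 named genes that rose and 85 that fell, of which 205 and 57 were also at least 2.5-fold under both hairpins. Among these, the 12 with the largest rise were *Oas1g*, *Phf11a* (listed as Phf11), *Gm4951* (listed as EG240327), *Gm7609* (listed as EG665378), *Iigp1*, *Trim30d* (listed as AI451617), *BC023105*, *Trim30a*, *Gm8979* (listed as EG668108), *Sp100*, *Trim12a* (listed as Trim12) and *Cxcl9*, with log2 folds from 3.99 to 5.25. *Gm8979* measured 9.69 units in NT, below the floor of 10 units, so its log2 fold of 4.18 is relative to the floor. *Phf11a* and *Trim12a* were also dim in NT, at 20.6 and 34.5 units, as were *Trim30d* and *Sp100*, at 42.0 and 78.4 units. With log2(value + 32) the log2 folds of *Phf11a* and *Trim12a* went from 4.784 and 4.003 to 3.515 and 3.139. Those of *Trim30d* and *Sp100* went from 4.465 and 4.054 to 3.702 and 3.596, and all of these were under that of *Cxcl9* at 3.777. *Gm4951*, *Gm7609*, *Oas1g* and *BC023105* were under 100 units in NT too, but stayed above *Cxcl9*. The order of the largest rises thus depends on how dim values are handled. The 12 with the largest fall were *Csf2rb2*, *Perp*, *Frzb*, *Cst6*, *Acan*, *Cthrc1*, *Scrg1*, *Ehf*, *Hsd11b1*, *Ppargc1a*, *Kng2* and *Gna14*, with log2 folds from -3.81 to -2.59. *Csf2rb2*, a beta chain of the interleukin-3 receptor that shares sequence with *Csf2rb*, fell from 2465 to 183 ± 75.7 units (SD, n = 2). The median log2 fold over the tested probe sets was -0.12, and with each array centred on its median 316 probe sets were higher and 37 lower (89.5% higher), after quantile normalization 188 and 34, and among probe sets from the lowest named identifier upward, a choice made after seeing the data, 785 and 477 (62.2% higher). The limma count went to 0 with no filter on dim probe sets (2229 at an unadjusted p under 0.05), and in simulated arrays of this design 12.4% of limma calls were false on average, above the nominal 5%.

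With a fold of at least 2.5 and a difference of over 100 units, and without a criterion on the 90% bound of the fold, 456 probe sets were higher and 163 lower (73.7% higher), and 268 named genes were higher and 112 lower. In the authors' deposited table, where the bound is given, 202 probe sets were higher and 60 lower with the bound itself at 2.5 or more, for 162 and 53 named genes, a count added after seeing the data. At 1.5-fold, the threshold of the series text, and again without the bound, 1985 probe sets were higher and 2111 lower (48.5% higher). The whole of the authors' deposited table, in which no bound was under 1.5, held 859 probe sets higher and 665 lower. With the arrays scaled to a common median, 646 probe sets were higher and 92 lower (87.5% higher). Simulated arrays with no effect and the spread between hairpins gave 114 to 273 probe sets higher and 94.0 to 195 lower, depending on the model of the spread. The simulation covered only the 27311 tested probe sets and the counts all 35512, so the numbers higher are not on the same probe sets. The number lower, 163 over all 35512 probe sets, was above the 94.0 of the fitted spread. It was below the 195 of spreads taken from single probe sets, so the simulation does not decide whether it exceeds chance. Without *Tet1* replicate 1, hairpin 2 alone gave 1351 probe sets, and without *Tet1* replicate 2, hairpin 1 alone gave 528.

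The log2 folds under the 2 hairpins, both against the same NT array, correlated across the 27311 probe sets with Pearson's r of 0.664 and Spearman's rho of 0.594; probe sets are not independent replicates. With no effect, the shared NT array alone gave r of 0.501 in simulation. The covariance was 0.202, against 0.120 in simulation, an excess of 0.082 that was 0.0073 with no filter on dim probe sets, where r was 0.544 against 0.501. Past the size criteria, 353 probe sets were higher under hairpin 1 and 859 under hairpin 2, with 272 shared. Independent lists would share 8.54, and the simulated shared array gave 32.8 to 95, on the 27311 tested probe sets rather than all 35512. Lower, 175 and 492 probe sets shared 84. Independent lists would share 2.42. The simulation gave 47.9 with the fitted spread and 114 with spreads of single probe sets. The overlap of the lower probe sets was above the first value and below the second. Whether it exceeds what the shared array gives thus depends on the model of the spread. The second model takes each spread from a single difference between hairpins. The simulation gave each probe set the same spread on all 3 arrays. Over the tested probe sets, r of the log2 intensities was 0.967 between NT and hairpin 1 and 0.936 between NT and hairpin 2. It was 0.965 between the *Tet1* arrays, which were thus no more alike than NT and hairpin 1. Part or all of the excess may come from the single NT array, which cannot be split. All 1196 named genes had the same direction under both hairpins, but the authors' table of selected probe sets held no named gene under 1.54-fold from NT in either *Tet1* array, so this is not independent evidence of agreement. The 4 genes past the size criteria under 1 hairpin whose hairpins differed most were *Gpnmb*, *ND6*, *Trim10* and *Gm8304* (listed as EG666814). *Gpnmb*, a glycoprotein of macrophages and osteoblasts, measured 1848 units in NT, 958 units under hairpin 1 and 201 units under hairpin 2, and did not pass limma (adjusted p = 0.129).

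**Figure D3:**
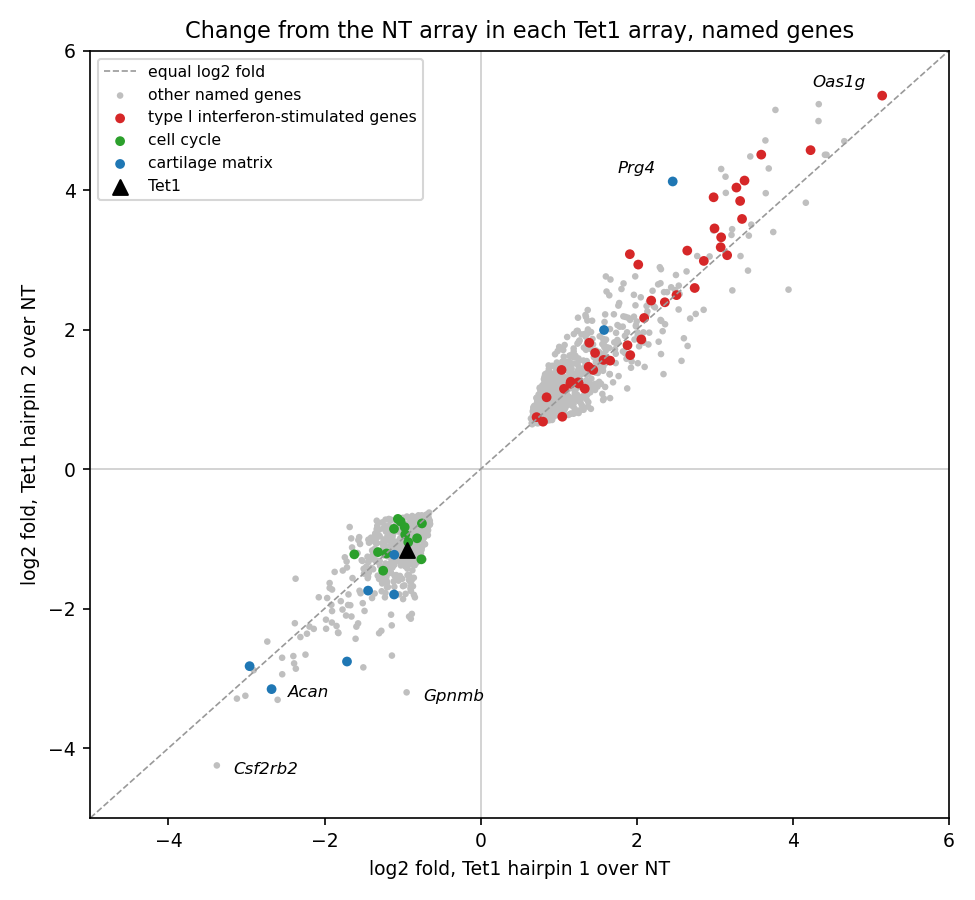
Log2 fold over the NT array of the 1196 named genes under hairpin 1 (horizontal axis) and hairpin 2 (vertical axis), 1 point per gene, with the dashed line at equal folds. Colours mark the type I interferon, cell cycle and cartilage matrix lists and the triangle marks *Tet1*; *Oas1g* lies at 5.15 and 5.36, *Acan* at -2.68 and -3.15 and *Gpnmb* at -0.95 and -3.20.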

Values the study reported

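The study reported 236 upregulated and 90 downregulated genes after *Tet1* knockdown in ATDC5 cells at a 2.5-fold threshold. It stated that 72% of the differentially expressed genes were upregulated, and that 54% of the downregulated genes were SOX9 targets.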

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

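The alternatives with the 90% bound of the fold at 2.5 or more, restricted to probe sets from the lowest named identifier upward, and to named genes past limma or past the size criteria, were chosen after seeing the data. The number of probe sets past limma, 478 in the fit described above, stayed within 1.5 times with a mean of at least 150 units, median centring, a floor of 1 unit, log2(value + 32), robust moderation and 1 probe set per gene. It was 0 with no filter (2229 at an unadjusted p under 0.05), 241 with a mean of at least 50 units, 222 after quantile normalization, 108 without the intensity trend, 153 with treat against 1.5-fold and 1262 from the lowest named identifier upward, where 62.2% were higher. The cause of these shifts was not tested, except that treat asks for a larger fold by construction. The number past the size criteria, 619, was 4096 at 1.5-fold (1985 higher, 2111 lower), 1290 at 2-fold, 1492 with no minimum difference, 364 where both hairpins had to pass and 262 in the authors' deposited table with the bound at 2.5 or more, all by construction of the threshold, and it ranged from 528 to 1351 when either *Tet1* array was left out. The number of lists past the exact test, 5, was 2 among named genes past the size criteria, where fewer genes were tested. It was 5 among genes past limma, but there the cartilage matrix and Wnt lists passed (adjusted p = 0.0177 for each) and the inflammatory and nucleic acid sensing lists did not. The correlation of the hairpins, 0.664, was 0.544 with no filter, 0.716 with a mean of at least 150 units and 0.69 with log2(value + 32), and the cause was not tested; with no filter the covariance exceeded the simulated one by 0.0073, against 0.082 with the filter. None of the 82 named genes reversed under any alternative run, but the authors' selection held no named gene under 1.54-fold from NT in either *Tet1* array, so this says little about stability. Of the 59 named genes past limma, 17 no longer passed after quantile normalization and 7 after median centring, and 1 of the 82 moved by more than the spread between hairpins when probe sets were averaged. Estimated correlation and no filter for the lists were not run, since the list test used has neither, and limma without 1 *Tet1* array has no residual degree of freedom and gives no test. No paired analysis was possible because there was 1 NT array, and the groups share fewer than 2 replicate numbers. Dim signal limits the folds of probe sets near the floor of 10 units.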

Other observations

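Several genes outside the lists, chosen here after their values were seen, changed strongly under both hairpins. *Mfap4*, a microfibril-associated protein, rose by 3.33 on the log2 scale, from 189.5 to 1915 ± 203 units (SD, n = 2). *Ripply1*, a regulator of somite segmentation, rose by 3.55 and the dehydrogenase *Dhrs9* by 3.20. The carboxylesterases *Ces1d* (listed as Ces3), *Ces1g* (listed as Ces1), *Ces2c* (listed as Ces2) and *Ces2g* (listed as 2210023G05Rik) rose by 3.14, 2.89, 2.19 and 2.08, although copies of this family share sequence. Of the Schlafen genes, *Slfn2* and *Slfn8* rose by 3.69 and 2.59. *Csf2rb*, the common beta chain of cytokine receptors, fell by 2.36. *Hmcn1*, a giant matrix protein, was covered by 34 probe sets, of which 30 were past the size criteria and 17 past limma, so it alone fills part of those counts. Of the 35512 probe sets, 6608 have identifiers below the lowest named one, and none of these has a name. Whether they measure genes is not known here, and they are part of the counts over all probe sets. Of the 619 probe sets past the size criteria, 77 are among them.

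For the interferon pattern, the test within groups of gene span was written before its result was seen; the tests of leukocytes and of the NT array were chosen after. Interferon-stimulated genes rose in both *Tet1* arrays. Within each of 3 groups of gene span, the list exceeded the other named genes by at least 1.04 in median log2 fold, where the margin set beforehand was 1. The longest group held 5 list members. The list was already known to rise and the other named genes went both ways, so a positive difference was likely from the start. In the shortest group all 18 list members rose, against 38.5% of the other named genes. This argues against a trend with gene span as the whole cause, among genes selected on these samples. Leukocytes in the *Tet1* cultures cannot be told apart, since 2 of 12 markers were named, *Lyz2* higher and *Cd68* lower, and a state of the NT culture stays open with 1 NT array. A response to the *Tet1* knockdown and a response to these vectors or hairpins may each give this pattern, and the design does not separate them.

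The tests of gene span were written before their results were seen, although a relation of span with the log2 fold over all named genes had been seen. Genes that were higher spanned more of the genome than genes that were lower, with medians of 39.5 kb over 695 genes and 13.9 kb over 456 genes (permutation test of the medians on the log10 scale, two-sided p = 2.0e-05, the smallest that 100000 resamples can give; genes are not independent replicates). A span was found for 96.2% of named genes. The ratio of medians was 2.85. Without the interferon, nucleic acid sensing and cell cycle lists it was 3.36 (95% bootstrap interval 2.77 to 4.17), so these lists do not account for the difference in span. If span acted unequally on the *Tet1* arrays, as a difference in RNA quality or labelling might, the difference between these arrays would also follow span. An effect on the NT array alone would enter both folds alike, and this comparison cannot show it. Spearman's rho was 0.05 among genes higher and 0.14 among genes lower. This leaves an effect of span on whole arrays open, and no biological explanation was tested.

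The test of response size was written before its result was seen, and the test of the *Tet1* level was chosen after. Log2 folds spread wider on the array of hairpin 2 (SD 0.651) than on that of hairpin 1 (SD 0.469). A larger response to hairpin 2 cannot be told apart from noise or another state of that culture. Over the named genes the median ratio of the log2 fold under hairpin 2 to that under hairpin 1 was 1.08, but these were selected in a way that favours like folds. Over the 619 probe sets past the size criteria this ratio was 1.19, but these were selected on the mean of the *Tet1* arrays, which favours the array with the wider spread. Neither ratio decides the question. A lower *Tet1* level under hairpin 2 stays open as well, since its intensity relative to hairpin 1 ranged from 0.86 to 1.29 over 3 probe sets.

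Taking each array in turn as the lone one gives 3 choices, too few for a share under 0.05. This test was chosen after the result was seen. The real choice gave 478 probe sets past limma and the highest other choice 12, so that 1 of the 3 choices, the real one, gave as many.

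*Twist1* is a gene that the study describes as not affected. Here it was higher under both hairpins, with a log2 fold of 0.99, and did not pass limma (adjusted p = 0.143). Its fold in the authors' deposited table, 1.98 with 90% bounds of 1.77 and 2.22, is under 2.5, so the size criteria do not call it here either.

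With the lower 90% bound in the authors' deposited table at 2.5 or more, 162 named genes were higher and 53 lower, both under the values quoted from the study above. At a fold of 2.5 without that demand on the bound, the table held 274 named genes higher and 112 lower, both above those values. No bound in that table was under 1.5, the fold named in the series text. The sources name the bound without saying how the 2.5-fold threshold was applied to it.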
